A study of Homo sapiens with 21 samples. Its data were reported in "An updated comparison of microarray and RNA-seq for concentration response transcriptomic study: case studies with two cannabinoids, cannabichromene and cannabinol" (2025).

How the data were processed

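Commercial human hepatocytes, made from iPSCs, were exposed for 24 h to CBN at 6 concentrations or to the vehicle, with 3 libraries per group and 21 libraries in all. According to the study's methods, libraries of polyadenylated RNA were made with a stranded Illumina kit, sequenced on a NextSeq 2000 and converted to reads and quantified with a DRAGEN workflow on an hg38 reference, for which those methods give a version of the conversion step that is not printed here and the labels give none. Before the files were deposited, the authors had DRAGEN estimate for each gene an expected count, also called an estimated count, in which a read that fits several genes or transcripts is divided among them, so that between 5.68% and 6.59% of the values of a library were not whole. The TPM values in the deposited files are, per the file headers, the same estimates divided by effective length and scaled to the library. The gene lengths in the files were used only for an alternative, and the TPM were not used here. The authors' own normalisation for their tests was not in the files, and neither they nor the labels give a batch, day or donor. The labels number the libraries of a group as biological replicates.

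The 60609 gene identifiers were matched to GENCODE release 44 on hg38 for symbols, biotypes and coordinates. Of these, 60295 (99.5%) matched, and the 314 others held between 0.0584% and 0.0673% of the counts of a library. Coordinates are those of that release and may differ from the annotation used by the authors. Sex-linked marker genes were left out of all printed values. The 45 duplicate entries of the pseudoautosomal region on chromosome Y held 0 counts. Estimated counts were rounded to whole numbers, and 34410 genes had a count in at least 1 library.

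Differences were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1 and DESeq2 1.42.0). Genes were filtered with filterByExpr by group, which kept 17948 genes (14306 of them protein-coding), libraries were scaled with TMM, and all 21 libraries entered 1 quasi-likelihood model with a coefficient per group and no covariate. The biological coefficient of variation was 0.0659 and the prior degrees of freedom 10.1. Each concentration was compared with the control, and 20 µM with 10 µM. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5. A trend was tested on the rank of the concentration, with the fold taken at the concentration furthest from the control, and a change at any concentration with a joint F test. Adjusted p-values of genes are from edgeR unless DESeq2 is named. Rose, fell and called refer to this threshold. The principal components were computed on log2(CPM + 1) of the tested genes, centred and not scaled.

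Gene lists for 36 functions and cell types, with 531 symbols of which 493 were tested, 7 of them in more than 1 list, were written from general knowledge. This was done after the study's paper was read and before the data were examined. They were the AhR, CAR and PXR, NRF2, ATF4, p53, NF-kB, and TGF-beta and YAP targets, ER chaperones, heat shock proteins, metallothioneins, immediate early genes, ribosome biogenesis, cell cycle, interferon response, acute phase, complement and coagulation, secreted hepatocyte proteins, hepatocyte transcription factors, bile acid, cholesterol, fatty acid synthesis, fatty acid oxidation and PPARA, gluconeogenesis, glycolysis and hypoxia, urea cycle and amino acid catabolism, phase II conjugation, nuclear-encoded respiratory chain, mitochondrially encoded transcripts, autophagy and lysosome, cannabinoid receptors and enzymes, and fetal liver, stellate, cholangiocyte, endothelial, macrophage and pluripotency markers. The study tested broad collections of gene sets on these samples, which overlap the themes of these lists. Each list was tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry.

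The comparisons, thresholds, lists, alternatives and the rule for naming genes were chosen before the data were examined. The study's paper had been read by then, so these choices were made with its results known. At 20 µM the rule named the 8 genes with the largest rise and the 8 with the largest fall among protein-coding genes with a mean of at least 5 CPM in the higher group and no overlap between the groups, a separation that chance gives for 10% of genes at 3 against 3. At 5.0 and 10 µM and from 10 to 20 µM it named 5 and 5, and at lower concentrations each called gene if there were at most 10 and otherwise the 5 with the smallest adjusted p. It added up to 4 called members of each list, 4 long non-coding genes and 10 fixed genes, which gave 173 names in all. Some of these genes are not reported here.

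Benchmark concentrations were fitted in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) for genes with a trend. Linear, power, Hill and exponential curves were fitted to log2(CPM + 1) and chosen by the Akaike criterion, with a response of 1.35 residual SDs, and values from 0.01 to 20 µM were kept. Genes with 0 counts in a group were given a bound against a floor of 3 counts over the group, and those with 1 to 3 counts a ratio with its 95% counting interval. Intervals and floors cover counting error only. Standard errors of medians come from 2000 bootstrap draws over genes.

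The calculations were tested on simulated data with the design of this study. Between 59.7% and 68.7% of genes changed 1.6-fold, between 70.1% and 79.1% of those changed 2-fold and between 83.3% and 86.4% of those changed 4-fold were called in the group comparisons, with 3 to 5 unchanged genes called. The list test called 5 of 5 moved lists and 0 of 25 unmoved ones, among genes simulated without correlation. Benchmark concentrations came out at 0.967 to 0.991 times the set values. Only linear and Hill curves were simulated for them, and the lowest benchmark concentrations reported below lie under the set values.

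The alternatives chosen before the data were examined were DESeq2 size factors, the DESeq2 Wald test, no fold threshold, the study's rule of an unadjusted p under 0.05 and a fold above 1.5, an adjusted p under 0.01, no filter, a filter at 1 CPM in 3 libraries, the replicate number as a block, only the 2 groups compared, effective lengths as offset, counts thinned to equal depth, protein-coding genes only and leaving out each library in turn. The principal components, list tests and benchmark concentrations had alternatives of their own. Library totals as the only scaling, and leaving out the 2 deepest libraries, were added after the data were seen.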

Results

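Gene expression was measured by RNA-seq of polyadenylated RNA in human iPSC-derived hepatocytes, a commercial culture of liver-like cells differentiated from induced pluripotent stem cells. The cells were exposed for 24 h to cannabinol (CBN), a cannabinoid of the hemp plant, or to the DMSO vehicle alone. The 21 libraries fell into 7 groups of 3, which were the control and 6 concentrations of CBN between 0.1 and 20 µM. The estimated counts per library summed to between 23.1 and 37.8 M, with a mean of 28.9 M. The group means (SD, n = 3) ran from 23.5 ± 0.528 M in the control to 32.2 ± 1.07 M at 10 µM, with 27.1 ± 2.26 M at 0.1 µM, 30.5 ± 6.69 M at 1.0 µM, 28.8 ± 3.29 M at 5.0 µM and 29.1 ± 4.04 M at 20 µM, and an SD of 6.83 M at 0.5 µM. Of the 60609 genes in the files, 17705 had a count above 0 in all 21 libraries, 14159 had a count above 10 in all of them, and 17948 passed the filter on low counts and were tested. The labels call the 3 libraries of a group biological replicates, and the study's methods describe exposure in triplicate in culture plates. No donor or day is given for them, so the p-values below measure the spread between these samples and not between donors. Levels are given as CPM, counts scaled to the library size, with the SD over 3 libraries, and changes as edgeR log2 fold changes against the control unless another comparison is named.

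The composition of the RNA pool moved with concentration. Transcripts of the mitochondrial genome took 8.60 ± 0.144% of all counts in the control and 5.43 ± 0.195% at 20 µM (SD, n = 3). The 20 most abundant genes of each library, among them IGF2 and AFP, took 29.2 ± 0.930% of the counts in the control and 18.2 ± 0.254% at 20 µM. In a principal component analysis the first component held 75.3% of the variance and ordered the groups from 1.0 µM upward. The control libraries scored between -30.2 and -21.3 on it, close to those at 0.1 and 0.5 µM, the 1.0 µM libraries between -18.0 and -15.6, the 5.0 µM libraries between -2.34 and 2.76, the 10 µM libraries between 21.6 and 27.0, and the 20 µM libraries between 70.3 and 79.8. The second and the third component held 5.00% and 3.03%.

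**Figure D1:**
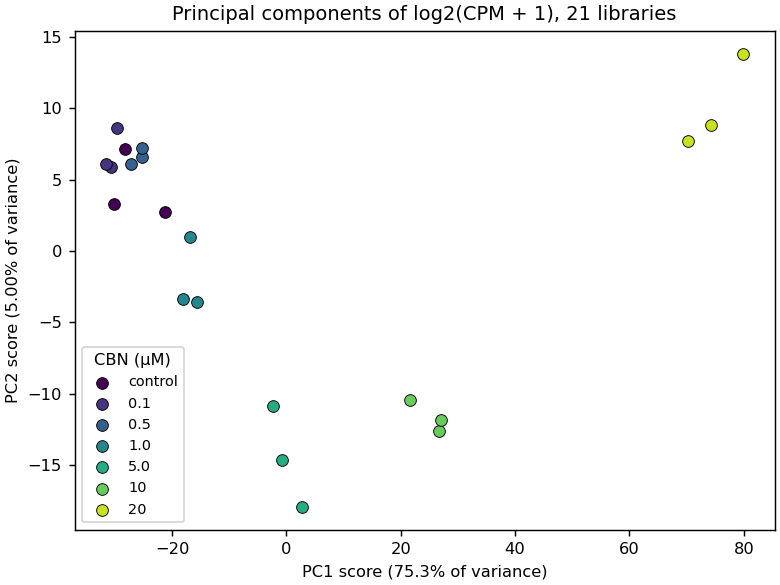
Scores of the 21 libraries on the first component (x axis, 75.3% of variance) and the second (y axis, 5.00%), each point 1 library, coloured by CBN concentration in µM. The 3 libraries at 20 µM lie between 70.3 and 79.8 on the first component, and those of the control between -30.2 and -21.3.

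The comparisons at the 3 lowest concentrations asked which genes responded first. CYP1A1 (ENSG00000140465.14, chromosome 15, 74719542 to 74725536 on hg38), a cytochrome P450 whose gene is switched on through the aryl hydrocarbon receptor (AhR), stood at 2.54 ± 0.333 CPM in the control and 3.82 ± 0.451 CPM at 0.1 µM. It rose to 11.2 ± 2.47 CPM at 0.5 µM (log2 fold change 2.16, SE 0.185, adjusted p = 3.7e-07) and to 31.1 ± 6.19 CPM at 1.0 µM (log2 fold change 3.60, SE 0.166, adjusted p = 4.5e-13), higher than every control library in all 3 libraries each time. UGT1A1, the enzyme that conjugates bilirubin, rose by 0.60 at 0.5 µM (SE 0.0783, adjusted p = 0.00025), and AKR1B10, an aldo-keto reductase of the NRF2 response to oxidants and electrophiles, by 0.95 (SE 0.190, adjusted p = 0.023). At 1.0 µM the steroid-reducing AKR1C1 and AKR1C2 also rose, by 0.70 (SE 0.0577, adjusted p = 7.9e-08) and 0.66 (SE 0.0550, adjusted p = 8.1e-08), and the long non-coding RNA CASC19 by 1.70 (SE 0.224, adjusted p = 0.00023). Reads of AKR1C1 and AKR1C2, and of UGT1A1 and UGT1A9, can be shared within each pair, so their separate values are less certain than their sums.

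No gene was called at 0.1 µM by edgeR (1 without control replicate 3, and 92 without the filter on low counts, 7 of them in genes that it removes). The DESeq2 Wald test called 2. There 1538 genes had an unadjusted p under 0.05, where 897.4 would be expected of uniform p-values and another split of the same 6 libraries gave 2386. At 0.5 µM 7 genes were called, with 5 higher and 2 lower. The others were UGT1A9, a glucuronidation enzyme (1.48, SE 0.252, adjusted p = 0.0070), the kinase CDKL3 (1.31, SE 0.302, adjusted p = 0.046), the pseudogene C22orf46P (-0.59, SE 0.124, adjusted p = 0.030) and SRCIN1, which lay near the floor of detection (0.285 ± 0.0987 CPM in the control and 0.0348 ± 0.00826 CPM at 0.5 µM). The 1.0 µM comparison called 30 genes, 20 higher and 10 lower. The count at 0.5 µM moved with single libraries, and was 3, 4 and 34 without control replicate 1, 2 or 3 and 1, 13 and 3 without 0.5 µM replicate 1, 2 or 3, and of the 7 genes only CYP1A1 was called in all 6 of these fits. With 1 library fewer AKR1B10 kept its size (0.95 and 0.95 without control replicate 1 or 2, 0.96 and 0.99 without 0.5 µM replicate 1 or 3) but not its call (adjusted p = 0.086, 0.13, 0.086 and 0.068). UGT1A9 lost its call without control replicate 2 or 0.5 µM replicate 1 (1.40 and 1.24, adjusted p = 0.075 and 0.077), and UGT1A1, with log2 changes of 0.52 and 0.53, fell under the fold threshold without control replicate 1 or 0.5 µM replicate 1. CDKL3 lost its call without any 1 of the 6 libraries, with changes from 1.16 to 1.56 (adjusted p from 0.062 without 0.5 µM replicate 2 to 0.16 without 0.5 µM replicate 1), SRCIN1 without any but control replicate 3 (adjusted p from 0.051 to 0.20), and C22orf46P without control replicate 1 or 2 (-0.53 and -0.63, adjusted p = 0.12 and 0.10) and without 0.5 µM replicate 1 or 3 (-0.52 and -0.59, adjusted p = 0.14 and 0.12). The 1.0 µM count was 72, 11 and 16 without control replicate 1, 2 or 3, and 12 and 16 without 1.0 µM replicate 1 or 3.

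At 5.0 µM AhR and NRF2 targets rose, whereas 2 other lists of drug handling did not. The targets of the drug receptors CAR and PXR held 1 of 10 higher and 1 lower (median -0.11, mean -0.01, camera adjusted p = 0.74 with a statistic that pointed up), and phase II conjugation genes 1 of 12 higher and 0 lower (median -0.16, camera adjusted p = 0.94). CYP1A1 reached 227 ± 16.2 CPM (log2 fold change 6.48, SE 0.153, adjusted p = 7.5e-20), a fitted 89.2-fold rise. AKR1B10 rose by 3.41 (edgeR adjusted p = 3.3e-14), AKR1C1 by 2.28 and AKR1C2 by 2.06, and the nitric oxide synthase NOS3 by 2.44 (SE 0.175, adjusted p = 2.7e-10). Of the 28 NRF2 target genes 18 rose and 0 fell, with a median change of 0.85 (camera adjusted p = 4.4e-108), among them GCLM and SLC7A11 of glutathione synthesis (1.21 and 1.07) and the sulfiredoxin gene SRXN1 (1.42). Of the 6 measured AhR targets 4 rose (median 1.09, camera adjusted p = 1.4e-33). In the other direction CYP7A1, the rate-limiting enzyme of bile acid synthesis, fell by 3.47 (SE 0.232, adjusted p = 2.7e-10), from 7.46 ± 1.73 to 0.657 ± 0.241 CPM. The chemokine gene CXCL10 fell by 2.52 (SE 0.188), the retrotransposon-derived RTL9 by 2.22 (SE 0.175), the cytokine gene TNFSF14 by 1.98 (SE 0.136) and ANGPTL8, a liver hormone of triglyceride handling, by 1.70 (SE 0.164).

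Targets of ATF4, the transcription factor of the integrated stress response, had a median of 0.40, with 7 of 27 higher, among them the stress cytokine gene GDF15 (1.10) (camera adjusted p = 3.5e-24). Heat shock proteins had a median of 0.37, with 4 of 14 higher (camera adjusted p = 5.1e-13), and ribosome biogenesis genes 0.38, with 2 of 20 higher (camera adjusted p = 1.8e-12). Endoplasmic reticulum (ER) chaperones had a median of -0.35, with 2 of 19 lower (camera adjusted p = 1.8e-17). The urea cycle and amino acid catabolism list had a median of -0.37, with 5 of 15 lower and CPS1, the entry enzyme of the urea cycle, down by 1.28 (camera adjusted p = 1.3e-08, adjusted p = 0.063 with an estimated correlation). The comparison called 1002 genes, 452 higher and 550 lower, 5.58% of those tested. Of the 36 lists 22 were called with camera's preset correlation and 6 with an estimated one, which were the AhR, NRF2, ATF4, ER chaperone, heat shock and ribosome biogenesis lists.

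At 10 µM AKR1B10 rose by 4.70 (SE 0.141, adjusted p = 4.0e-18), and CYP1A1 levelled off at 291 ± 4.64 CPM (6.84, SE 0.153). HMOX1, the inducible haem oxygenase, rose from 10.3 ± 1.70 to 73.8 ± 9.24 CPM (2.85, SE 0.124, adjusted p = 5.8e-15). The thrombin receptor gene F2RL2 (4.79, SE 0.261), the orphan nuclear receptor gene NR0B1 (4.19, SE 0.167) and the mucin gene MUC4 (4.05, SE 0.337) were among the genes with the largest rises. CYP7A1 fell by 7.13 (SE 0.350), RTL9 by 4.21 (SE 0.214), CXCL10 by 4.19 (SE 0.223) and CLDN14, a tight junction gene, by 3.51 (SE 0.163). UTP14C had 0 counts in all 3 libraries at 10 µM, at least 364-fold lower than the control against a floor of 3 counts over the group, but it varied widely between the libraries of the lower concentrations and can share reads with UTP14A.

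Of the NRF2 targets 22 of 28 rose at 10 µM (median 1.15, camera adjusted p = 2.4e-78), of the ATF4 targets 13 of 27 (median 0.58), of the heat shock proteins 10 of 14 (median 0.83), of the ribosome biogenesis genes 12 of 20 (median 0.62) and of the immediate early genes, which answer within minutes to signals, 10 of 17 (median 0.78). In the urea cycle list 10 of 15 fell (median -0.78, camera adjusted p = 1.3e-10), and 6 of 12 hepatocyte transcription factors fell (median -0.63, camera adjusted p = 7.3e-06). ER chaperones fell in 6 of 19 cases (median -0.47, camera adjusted p = 3.7e-11), interferon response genes in 6 of 9 (median -0.63, camera adjusted p = 0.0021) and gluconeogenesis genes in 3 of 7 (median -0.54, camera adjusted p = 7.4e-05). NF-kB targets fell in 7 of 13 cases and rose in 1 (median -0.63, camera adjusted p = 0.026, adjusted p = 0.41 with an estimated correlation). The comparison called 3206 genes, 1418 higher and 1788 lower. It called 25 lists with the preset correlation and 12 with an estimated one.

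**Figure D2:**
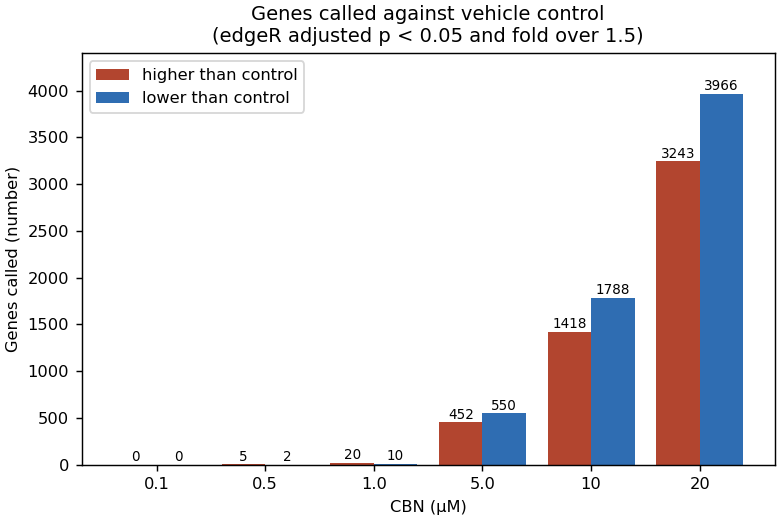
Number of genes called at each CBN concentration (x axis, µM), with 1 bar for genes higher and 1 for genes lower than the vehicle control (edgeR, 3 libraries per group). The bars grow from 0 and 0 at 0.1 µM to 3243 and 3966 at 20 µM.

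At 20 µM 7209 genes were called against the control, 3243 higher and 3966 lower, which was 40.2% of those tested, and 656 rose and 830 fell by more than 4-fold. HMOX1 reached 273 ± 36.7 CPM (4.74, SE 0.126, adjusted p = 8.2e-20), AKR1C1 went from 135 ± 11.3 to 1952 ± 27.8 CPM (3.85, SE 0.0630, adjusted p = 1.1e-23), and AKR1B10 rose by 5.45 (SE 0.138, adjusted p = 3.5e-20). ALB, the gene of serum albumin and the mark of the hepatocyte, fell from 26744 ± 2619 to 9868 ± 583 CPM (-1.44, SE 0.0680, adjusted p = 1.7e-15). CPS1 (ENSG00000021826.16, chromosome 2, 210477682 to 210679107 on hg38) fell from 235 ± 34.1 to 21.3 ± 3.52 CPM (-3.47, SE 0.113, adjusted p = 1.9e-18).

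**Figure D3:**
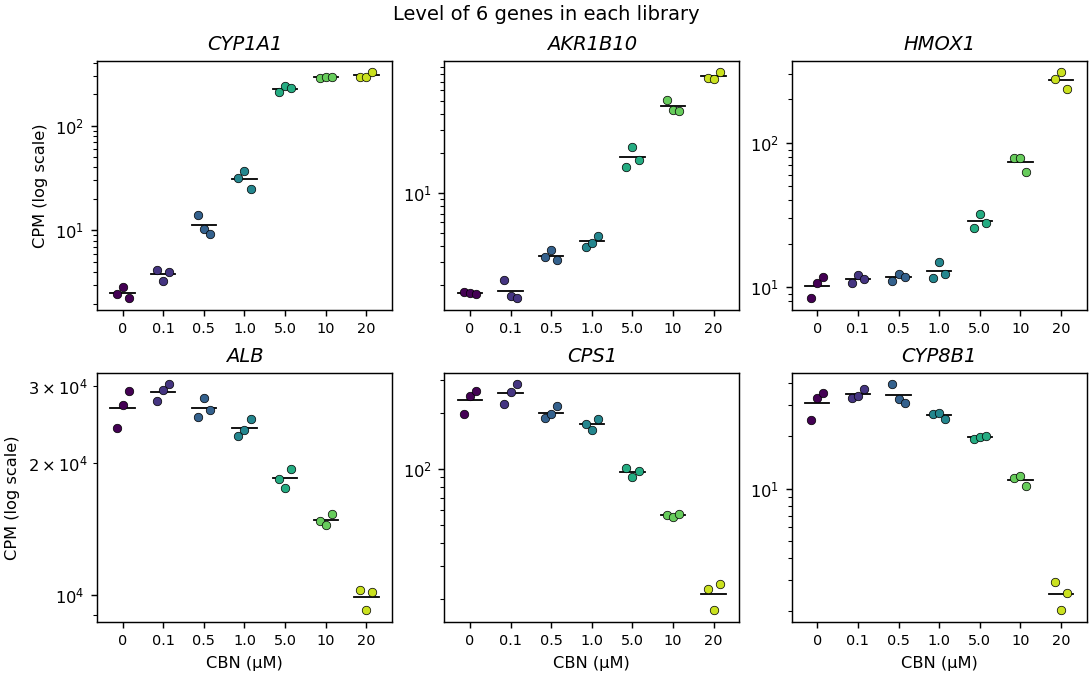
Level of 6 genes (y axis, CPM on a log scale) at each CBN concentration (x axis, µM), each point 1 library and each horizontal bar the mean of 3. CYP1A1 goes from 2.54 CPM in the control to 303 CPM at 20 µM and is already near that level at 5.0 µM, whereas CPS1 goes from 235 to 21.3 CPM with its lowest values at 20 µM.

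Of the 28 NRF2 targets, which defend against oxidants and electrophiles, 20 rose and 1 fell at 20 µM (median 1.24, camera adjusted p = 7.6e-35, adjusted p = 0.00031 with an estimated correlation), with SRXN1 at 3.45, SLC7A11, the cystine importer, at 3.02, GCLM at 2.53 and the quinone reductase NQO1 at 1.59. The study tested broad collections of gene sets and pathways on these samples, so neither the counts of the lists of NRF2, ER chaperones, glycolysis and hypoxia, NF-kB, p53, ribosome biogenesis, and TGF-beta and YAP nor those of the other lists here are independent evidence of a direction. The 6 AhR targets held 4 that rose and 1 that fell (median 1.40, camera adjusted p = 9.7e-07), with CYP1B1, a second AhR-driven cytochrome P450, at 2.89 and TIPARP, a repressor of the receptor, at 1.21. CYP1A1 stayed at 303 ± 18.0 CPM (6.90, SE 0.153, adjusted p = 5.1e-21). CYP1A2, its neighbour and a classical AhR target, did not pass the filter, with 3 estimated counts over the control libraries and 9 at 20 µM.

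The integrated stress response also rose, with 23 of 27 ATF4 targets higher and 1 lower (median 1.07, camera adjusted p = 6.5e-21, adjusted p = 0.012 with an estimated correlation). SLC3A2, the partner chain of the cystine importer, rose by 2.95, GDF15 by 2.70 and PPP1R15A, which restores translation after stress, by 2.55. Heat shock proteins, cytosolic but for HSPD1 and HSPE1, rose in 12 of 14 cases (median 1.32, camera adjusted p = 1.8e-15, adjusted p = 0.012 with an estimated correlation), with the inducible HSP70 genes HSPA1A and HSPA1B at 2.51 and 2.73, whose reads can be shared, and the cochaperones FKBP4 and HSPH1 at 1.76 and 1.70. ER chaperones went the other way, with 0 of 19 higher and 6 lower (median -0.55, camera adjusted p = 0.00030, adjusted p = 0.11 with an estimated correlation), among them PDIA4 (-1.06), CRELD2 (-1.20), CALR (-0.91) and HSPA5 (-0.71). With library totals as the only scaling 3 of the 19 were called lower (median -0.37), and HSPA5 was not among them (-0.53). Of the 20 ribosome biogenesis genes 16 rose and 0 fell (median 0.87, camera adjusted p = 1.3e-09, adjusted p = 0.029 with an estimated correlation), with RRS1 at 1.81 and WDR43, DDX21 and RRP12, all of the nucleolus, between 1.56 and 1.58.

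At 20 µM 16 of 17 immediate early genes rose and 0 fell (median 1.74, camera adjusted p = 1.1e-16, adjusted p = 0.015 with an estimated correlation), led by the AP-1 member FOSL1 (4.67, SE 0.132, adjusted p = 2.0e-19), the ERK phosphatase gene DUSP5 (4.43), KLF4 (3.43) and EGR1 (3.41). Targets of TGF-beta and YAP, which act in wound repair and cell shape, held 6 of 11 higher and 0 lower (median 1.04, camera adjusted p = 1.7e-05, adjusted p = 0.082 with an estimated correlation), with the YAP target ANKRD1 at 2.63, AXL at 1.87 and CCN1 at 1.58. The glycolysis and hypoxia list had 8 of 16 higher and 2 lower (median 0.56, camera adjusted p = 0.016, adjusted p = 0.14 with an estimated correlation). Its risers included the hexokinase gene HK2 (2.59), the glucose transporter gene SLC2A1 (2.03) and ADM (1.72), while NDRG1, another hypoxia gene, fell by 1.51. In the autophagy and lysosome list 5 of 12 rose and 1 fell (median 0.45, camera adjusted p = 0.0023, adjusted p = 0.11 with an estimated correlation), with the cargo receptor gene SQSTM1 at 3.26, MAP1LC3B, of the autophagosome membrane, at 1.80, the cholesterol exporter gene NPC1 at 0.84 and the lysosomal GPNMB at -1.60.

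**Figure D4:**
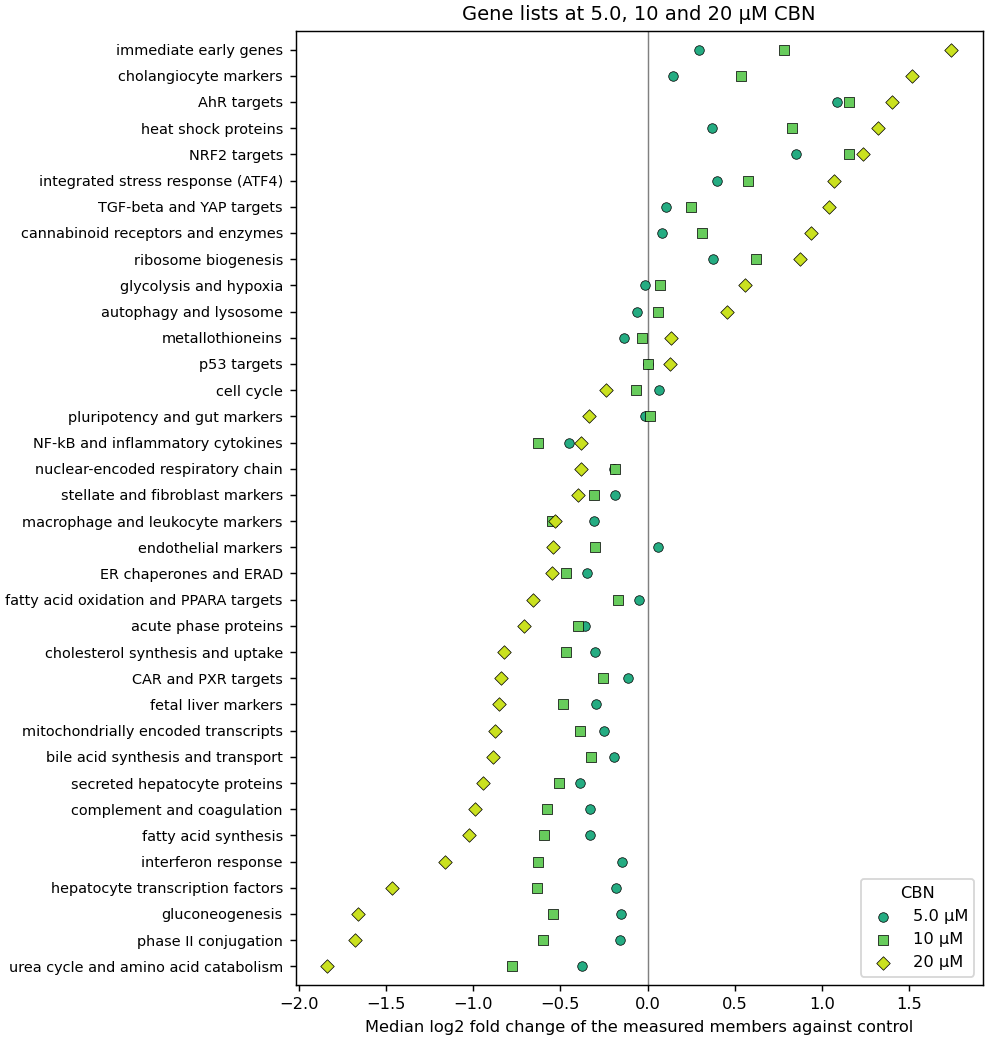
Median log2 fold change against the control (x axis) of the measured members of each of the 36 gene lists (y axis), with 1 point each for 5.0, 10 and 20 µM. At 20 µM the medians run from -1.84 for the urea cycle and amino acid catabolism list to 1.74 for the immediate early genes.

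At 20 µM 11 of 15 genes of the urea cycle and amino acid catabolism list fell and 2 rose (median -1.84, camera adjusted p = 3.5e-10, adjusted p = 0.027 with an estimated correlation), with the tryptophan dioxygenase gene TDO2 at -5.29, ARG1, the last enzyme of the urea cycle, at -3.62 and the liver glutaminase gene GLS2 at -3.20. Of the 18 bile acid genes 11 fell and 3 rose (median -0.89, camera adjusted p = 4.0e-07, adjusted p = 0.022 with an estimated correlation), a median that was the same with CYP7A1 at its bound. CYP7A1 had 0 counts at 20 µM, at least 234-fold lower than the control against a floor of 3 counts over the group. CYP8B1, the sterol hydroxylase that sets the share of cholic acid, fell by 3.65, the bile acid importer gene SLC10A1 by 3.30 and AKR1D1 by 3.03. All 6 called members of the 7 gluconeogenesis genes fell (median -1.66, camera adjusted p = 3.1e-05, adjusted p = 0.063 with an estimated correlation), with G6PC1, the enzyme that releases free glucose, at -6.24, PCK1 at -4.35, FBP1 at -1.67 and the glucose 6-phosphate transporter gene SLC37A4 at -1.66. Hepatocyte transcription factors fell in 10 of 12 cases and rose in 0 (median -1.47, camera adjusted p = 6.9e-09, adjusted p = 0.012 with an estimated correlation), with the xenobiotic receptor gene NR1I2 (PXR) at -3.52, the bile acid receptor gene NR1H4 (FXR) at -2.43 and ONECUT1 at -1.95.

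At 20 µM, of the 17 secreted hepatocyte proteins 16 fell and 0 rose (median -0.94, camera adjusted p = 4.2e-11, adjusted p = 0.082 with an estimated correlation), with the apolipoprotein gene APOC3 at -1.74, the fibrinogen genes FGA and FGG at -1.64 and -1.45 and the transferrin gene TF at -1.46. Complement and coagulation genes fell in 13 of 17 cases and rose in 0 (median -0.99, camera adjusted p = 6.3e-09, adjusted p = 0.087 with an estimated correlation), among them the clotting genes KNG1 (-1.73), F7 (-1.41), F11 (-1.33) and PROC (-1.29). Acute phase proteins fell in 6 of 11 cases and rose in 0 (median -0.71, camera adjusted p = 0.0023, adjusted p = 0.25 with an estimated correlation), with the interleukin 1 antagonist gene IL1RN at -5.11, CRP at -1.01, HP at -0.97 and ORM2 at -0.87. Fetal liver markers fell in 5 of 7 cases and rose in 1 (median -0.85, camera adjusted p = 0.00077, adjusted p = 0.082 with an estimated correlation), with IGF2 at -1.44, H19 at -1.14 and AFP, the fetal albumin, at -0.85.

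At 20 µM phase II conjugation genes fell in 10 of 12 cases and rose in 1 (median -1.68, camera adjusted p = 1.1e-06, adjusted p = 0.10 with an estimated correlation), with the estrogen sulfotransferase gene SULT1E1 at -3.66, UGT2B10 at -2.78, UGT2B15 at -2.33 and NAT8 at -2.18, whereas UGT1A1 stayed up at 1.00. Of the 10 targets of the drug receptors CAR and PXR 5 fell and 3 rose (median -0.84, camera adjusted p = 0.031, adjusted p = 0.19 with an estimated correlation and 0.053 without 20 µM replicate 3). CYP3A43 fell by 3.63, CYP3A7 by 1.34 and CYP3A4, the main drug-metabolising P450 of adult liver, by 1.13, with reads that CYP3A4 and CYP3A7 can share, while ABCB1, a drug efflux pump, rose by 3.54 (SE 0.194, adjusted p = 3.2e-14). Of the 10 measured cannabinoid receptors and enzymes 7 rose and 3 fell (median 0.94, camera adjusted p = 0.0075, adjusted p = 0.11 with an estimated correlation). CNR1, the cannabinoid receptor CB1, rose by 3.52 (SE 0.173), MGLL, which breaks down the endocannabinoid 2-AG, by 3.23 (SE 0.0983), DAGLA, which makes it, by 1.68 and the cold receptor gene TRPM8 by 1.69, whose call ended with effective lengths as offset (1.35, adjusted p = 0.11).

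At 20 µM cholesterol synthesis and uptake genes fell in 16 of 24 cases and rose in 1 (median -0.82, camera adjusted p = 6.0e-07, adjusted p = 0.15 with an estimated correlation), with the sterol reductase gene TM7SF2 at -1.31 and MVD, of the mevalonate pathway, at -1.24. Fatty acid synthesis genes fell in 11 of 15 cases and rose in 1 (median -1.02, camera adjusted p = 7.4e-07, adjusted p = 0.11 with an estimated correlation), with the acyltransferase genes GPAM and DGAT2 at -2.68 and -2.41, ACSS2 at -1.63 and the malic enzyme gene ME1, also an NRF2 target, at 1.39. Fatty acid oxidation and PPARA targets fell in 11 of 21 cases and rose in 1 (median -0.66, camera adjusted p = 0.0023, adjusted p = 0.15 with an estimated correlation), with the peroxisomal enzyme gene EHHADH at -2.51, CYP4A11 at -2.03 and the lipid droplet coat gene PLIN2 at 1.96. Mitochondrially encoded transcripts fell in 12 of 13 cases and rose in 0 (median -0.87, camera adjusted p = 6.4e-07, adjusted p = 0.11 with an estimated correlation), with MT-CYB at -1.16, MT-CO3 at -1.11 and MT-CO1 at -1.07. Nuclear-encoded respiratory chain genes fell in 3 of 20 cases (1 with library totals as the only scaling) and rose in 0 (median -0.38, camera adjusted p = 0.0036, adjusted p = 0.37 with an estimated correlation), with ATP5F1A at -0.80 and NDUFA4 and COX5B at -0.67 and -0.66, and the calls of the last pair ended with library totals as the only scaling (-0.49 and -0.48).

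At 20 µM the interferon response fell in 6 of 9 cases and rose in 2 (median -1.16, camera adjusted p = 0.017, adjusted p = 0.082 with an estimated correlation), with the antiviral genes IFIT1 at -5.56 (SE 0.378), IFIT2 at -1.88, OAS1 at -1.66 and IFIT3 at -1.30. NF-kB targets and cytokines held 5 of 13 lower and 2 higher (median -0.38, camera adjusted p = 0.58), and 4 lower and 5 higher with library totals as the only scaling. The neutrophil chemokine genes CXCL1 and CXCL3 fell by 2.21 and 1.74 and the NF-kB brake TNFAIP3 by 1.08, whereas the chemokine gene CCL20 rose by 2.77. The p53 targets held 5 of 16 higher and 3 lower (median 0.13, camera adjusted p = 0.45), with PLK3 at 2.13, AEN at 1.18, SESN1 at -1.59 and TP53INP1 at -1.19. Cell cycle genes fell in 7 of 21 cases (4 with library totals as the only scaling) and rose in 1 (median -0.24, camera adjusted p = 0.50), with CCNA2 at -1.42, PLK1 at -0.92, MKI67 at -0.89 and CCNE1 at 1.21, and the MKI67 call ended with effective lengths as offset (-0.62, adjusted p = 0.15). None of the 6 measured members of the metallothionein list, 5 metallothioneins and the zinc exporter gene SLC30A1, was called by edgeR (median 0.13, camera adjusted p = 0.78). With library totals as the only scaling 1 was called higher. The changes with TMM were 0.23 for MT2A and 0.02 for SLC30A1.

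Markers of other cell types did not move as one at 20 µM. Of the 8 cholangiocyte markers, the genes of bile duct cells, 5 rose and 1 fell (median 1.51, camera adjusted p = 0.019, adjusted p = 0.20 with an estimated correlation), with CLDN4 at 3.71, CFTR at 2.08, KRT7 at 1.79 and SPP1 at 1.62. Of the 9 stellate cell and fibroblast markers 2 fell and 0 rose (median -0.40, camera adjusted p = 0.22), PDGFRB by 2.10 and ACTA2 by 0.79. The 4 endothelial markers had a median of -0.54 and a mean of -0.11, while their camera statistic pointed up (adjusted p = 0.75), with LYVE1 at 1.92, PECAM1 at -0.83 and VWF at -1.27. The calls of PECAM1 and VWF ended with effective lengths as offset (-0.34 and -1.28, adjusted p = 0.60 and 0.084), and that of VWF also without control replicate 2 (-0.79) or without 20 µM replicate 1 (-0.95) or 2 (-1.01). The 4 macrophage markers had a median of -0.53 and a mean of 0.78, with a camera statistic that pointed up (adjusted p = 0.84), and held CSF1R, a growth factor receptor, at 6.03, CD14 at -1.17 and TYROBP at -1.86, whose call ended without control replicate 1 (-1.46) or 2 (-1.77) and without 20 µM replicate 2 (-1.22) or 3 (-1.66). Pluripotency and gut markers held 2 of 11 higher and 4 lower (2 lower with library totals as the only scaling; median -0.34, camera adjusted p = 0.72), with LGR5, a gut stem cell marker, at -1.99. Calls of the scarcer members rested on single libraries, with changes without a library that ended the call of -0.79 (control replicate 2), -0.66 and -1.03 (20 µM replicates 2 and 3) for the gut factor gene CDX2 and of -0.65 and -0.83 (control replicates 1 and 2), -0.70 and -0.76 (20 µM replicates 2 and 3) for DPPA4. SOX2, a pluripotency factor gene, lost its call without any 1 of the 6 libraries but control replicate 2 (adjusted p = 0.17 and 0.14 without control replicate 1 or 3, and 0.11, 0.071 and 0.063 without 20 µM replicate 1, 2 or 3).

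Several of the largest single changes at 20 µM were in genes outside the gene lists above, which do not hold every member of a program. TAC1, the precursor of substance P, had 0 counts in the control and 5.36 CPM at 20 µM, at least 120-fold higher against a floor of 3 counts over the group. F2RL2 went from 0.536 ± 0.155 to 130 ± 16.5 CPM (7.90, SE 0.221, adjusted p = 1.9e-19), and SFN, a 14-3-3 protein of epithelia (6.66), the GTPase gene GEM (6.50), the lymphoid factor gene IRF4 (6.42), C1QL2 (6.37) and TRIM54 (6.29) followed. CXCL10 had 2 counts at 20 µM and 473 in the control, a ratio of 331 with a 95% counting interval from 91.1 to 2739. The changes were -6.95 for RTL9, -6.13 for the adhesion molecule gene VCAM1, -6.06 for CLDN14 and -5.81 for the transporter gene SLC22A25, and UTP14C had 0 counts, at least 336-fold lower. Among long non-coding RNAs, LINC01639 had 1 count in the control and 608 at 20 µM, a ratio of 435 with a 95% counting interval from 77.7 to 17200, and LINC01564 rose by 6.26, CASC19 by 6.03 and LUCAT1 by 5.84.

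Of the 36 lists 28 were called at 20 µM by camera with the preset correlation, 11 of them upward, and 9 with an estimated one, which were the AhR, NRF2, ATF4, heat shock, immediate early, ribosome biogenesis, bile acid, hepatocyte transcription factor and urea cycle lists. Most calls with the preset correlation thus ended with the estimated one, so those calls and their small p-values are weak evidence by themselves. Other splits of the same 6 libraries called between 15 and 25 lists with the preset correlation. Each such split mixes the groups unevenly and keeps part of the treatment difference, so it cannot tell how many lists chance would call. The estimated correlation was not tried on those splits. The counts of members called were the same adjusted over the list alone for 36 of 36 lists at 20 µM, for 34 of 36 at 5.0 µM and at 10 µM, and for 33 of 36 between 10 and 20 µM. With library totals as the only scaling, the median over all genes moved to 0.11 at 5.0 µM, 0.13 at 10 µM and 0.14 at 20 µM, against -0.04 at 20 µM with TMM, and the share of called genes that were higher went from 45.1% to 66.8% at 5.0 µM, from 44.2% to 63.2% at 10 µM and from 45.0% to 58.4% at 20 µM. Changes are therefore relative to the bulk of genes, and no list median at 20 µM changed sign with this scaling.

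The step from 10 to 20 µM showed which programs were still moving. Of the immediate early genes 14 of 17 were higher and 0 lower (median 1.22, camera adjusted p = 2.2e-19, adjusted p = 0.028 with an estimated correlation), DUSP5 by 2.87 and FOSL1 by 2.53. Some AhR and NRF2 genes had stopped rising, with changes of 0.06 for CYP1A1 (SE 0.0973, adjusted p = 0.66), 0.02 for NQO1 (SE 0.0553, adjusted p = 0.77) and 0.05 for AKR1C2 (SE 0.0529, adjusted p = 0.46), while HMOX1 rose by a further 1.89 (SE 0.102, adjusted p = 3.4e-13). In the AhR list 2 of 6 rose, CYP1B1 by 0.85 (SE 0.165) and TIPARP by 0.71 (SE 0.0774), and 1 fell (median 0.04, camera adjusted p = 0.46). The NRF2 list had 8 of 28 higher (median 0.18, camera adjusted p = 4.7e-05, adjusted p = 0.085 with an estimated correlation), and ER chaperones had 0 of 19 called (median 0.02, camera adjusted p = 0.85). UGT1A1 differed by -0.35 between these concentrations (SE 0.0743, adjusted p = 0.00036), short of the fold threshold, and UGT1A9, which stood at 4.73 ± 0.361 CPM at 1.0 µM, was at 1.28 ± 0.190 CPM at 20 µM against 1.55 ± 0.351 CPM in the control.

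Across that step 11 of 12 phase II genes fell (median -1.08, camera adjusted p = 1.8e-12, adjusted p = 0.060 with an estimated correlation), of the hepatocyte transcription factors 7 of 12 (median -0.78, camera adjusted p = 2.5e-09, adjusted p = 0.028 with an estimated correlation) and of the bile acid genes 8 of 18 (median -0.58, camera adjusted p = 1.2e-07, adjusted p = 0.028 with an estimated correlation). The genes with the largest rises were TAC1 (4.32, SE 0.347), the calcium-sensing MCTP1 (4.19, SE 0.376), TREM1, a receptor of myeloid cells (4.03, SE 0.177), GEM (3.81, SE 0.294) and the sulfotransferase gene CHST1 (3.78, SE 0.346). Those with the largest falls included VCAM1 (-3.57, SE 0.197), PRR15L (-3.55, SE 0.152), TDO2 (-3.02, SE 0.162) and the aldehyde dehydrogenase gene ALDH8A1 (-2.79, SE 0.195). FAM220A (-4.59, SE 1.22) varied without order over the groups, and its change at 20 µM against the control went from -3.96 to -1.10 without control replicate 2. The step called 3360 genes, 1523 higher and 1837 lower.

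Calls at one concentration largely carried over to the next. Of the 1418 genes higher at 10 µM 1319 (93.0%) were also higher at 20 µM, and of the 1788 lower 1666 (93.2%) were also lower, with 2 in the opposite direction. Independent lists of these sizes would share 256 and 395. The comparisons share the 3 control libraries, which raises overlaps by an amount that was not measured for changed genes. In simulated data with unchanged genes 0 were called at both 10 and 20 µM in either direction. These shared controls alone gave a Pearson correlation across genes of 0.542 there, against 0.838 in the data (genes are not independent replicates). A shared control gives such a correlation at any size of noise, so it does not measure the part of the controls in 0.838. The covariance, which depends on size, was 0.0579 in the simulation and 0.762 in the data. From 5.0 to 10 µM 412 of 452 genes stayed higher and 507 of 550 stayed lower. Counting the first concentration from which a gene was called in the same direction at every higher one, 3 genes began at 0.5 µM (CYP1A1, AKR1B10 and UGT1A1), 22 at 1.0 µM, 838 at 5.0 µM, 2122 at 10 µM and 4224 at 20 µM. A trend over the ranked concentrations was called for 7269 genes, 3333 upward and 3936 downward, and 12775 genes changed at any concentration by the joint F test (edgeR adjusted p under 0.05).

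The benchmark concentration (BMC) of a gene is the concentration at which its fitted curve leaves the control level by 1.35 residual SDs. It was used to order the lists by their members with a trend. A gene with a small residual SD can reach it at a small change, so a low BMC need not mean a large early change. The 5 AhR targets with a trend had a median BMC of 0.263 µM, with CYP1A1 lowest at 0.0635 µM, below the lowest concentration tested. This median was the value of NQO1, which is also in the NRF2 list. CYP1A1 lay below it, and CYP1B1 and TIPARP lay above it at 1.13 and 2.70 µM. The 24 NRF2 targets had a median of 0.507 µM, with AKR1C1 lowest at 0.123 µM. ER chaperones followed at 0.883 µM (6 genes), heat shock proteins at 1.20 µM (12 genes), ATF4 targets at 1.45 µM (24 genes), ribosome biogenesis at 1.55 µM (16 genes), the urea cycle list at 1.95 µM (12 genes), bile acid genes at 2.02 µM (13 genes), hepatocyte transcription factors at 2.59 µM (10 genes) and immediate early genes at 2.68 µM (16 genes). Cholangiocyte markers had a median of 7.21 µM (6 genes). Over 7250 genes with a BMC the median was 3.88 µM, with quartiles of 2.04 and 7.47 µM, and 540 genes lay under 1 µM. The AhR median was 1.29 µM without replicate 1 of every group, that of the respiratory chain, 0.759 µM over 3 genes, was 2.88 µM without replicate 1 and 2.10 µM without replicate 2, and that of ER chaperones was 0.483 µM without replicate 3, ahead of NRF2 targets. Without replicate 3 cholangiocyte markers stood at 5.07 µM, below autophagy and lysosome genes at 5.99 µM. With Hill curves only the urea cycle list stood at 3.13 µM, above bile acid genes at 2.94 µM and immediate early genes at 3.11 µM. With no fold threshold on the trend, p53 targets went from 2.22 to 4.37 µM and the respiratory chain from 0.759 to 1.20 µM, while AhR targets stayed at 0.263 µM. The places of these lists in the order are therefore not firm. No point of departure was derived.

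**Figure D5:**
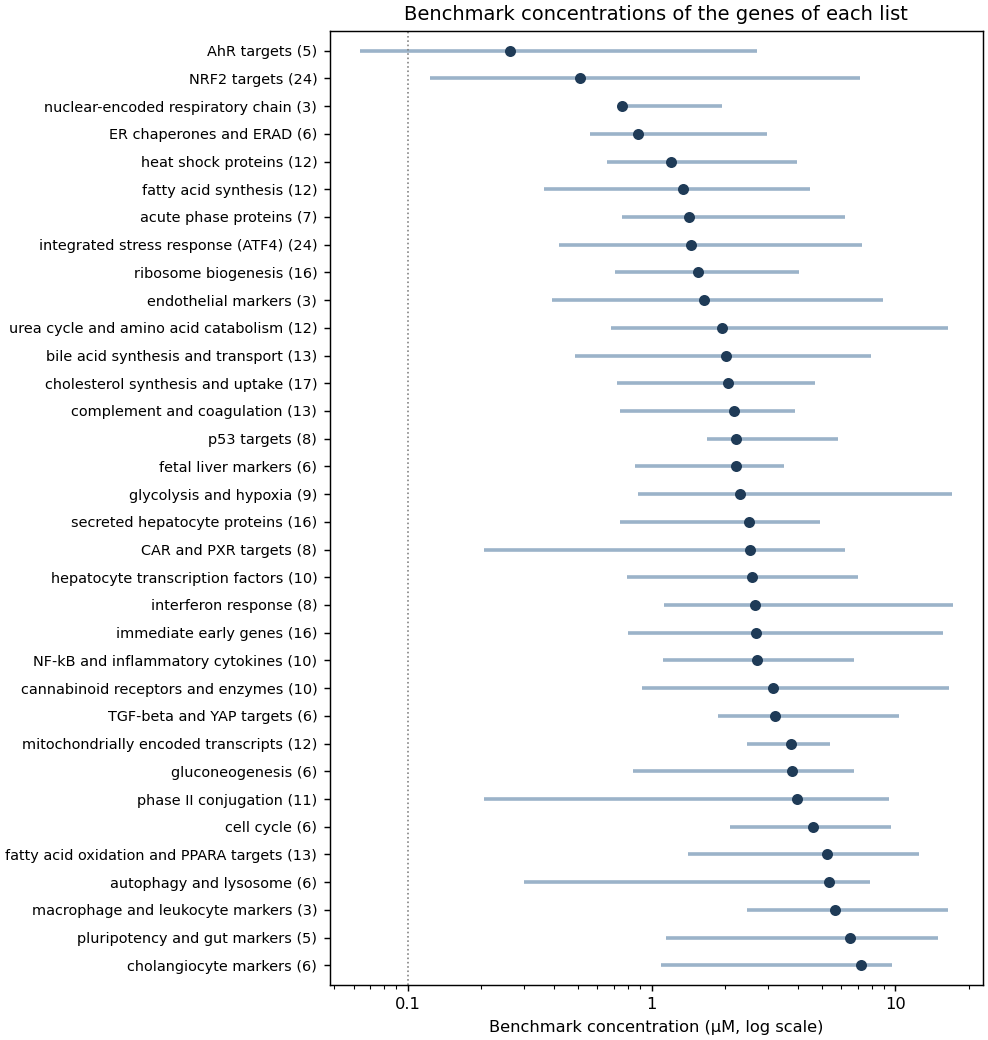
Benchmark concentration (x axis, µM, log scale) of the genes of 34 lists (y axis, number of genes with a value in parentheses), where the dot is the median, the line runs from the lowest to the highest gene and the dotted line marks the lowest concentration tested, 0.1 µM. Medians run from 0.263 µM for the AhR targets to 7.21 µM for the cholangiocyte markers.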

Values the study reported

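The study reported that its 21 CBN samples had 23.1 to 37.8 M mapped reads, 28.9 M on average. Of 60,609 genes, 17,705 (29.2%) had counts above 0 and 14,159 (23.4%) above 10 in each of those samples. In its RNA-seq data for CBN the first principal component held 30% of the variance, and the first 3 held 43%. With a fold above 1.5 and p < 0.05 among the genes covered by both of its platforms, it counted 177, 183, 224, 868, 2518 and 5756 genes in the RNA-seq data from the lowest to the highest CBN concentration.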

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

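Library totals as the only scaling and the fit without the 2 deepest libraries were chosen after the data were seen. Counts at 5.0, 10 and 20 µM and from 10 to 20 µM stayed within 1.5 times under 13 of 14 alternatives each, the trend under 12 of 13, the joint test under 9 of 9 and the list tests under 5 of 6. At 0.1 µM this held for 11 of 14, at 0.5 µM for 4 and at 1.0 µM for 8. Where a count moved, the cause was not tested beyond what the alternative itself changes.

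With no fold threshold the counts were 93 at 0.5 µM, 180 at 1.0 µM, 4030 at 5.0 µM, 7937 at 10 µM, 11928 at 20 µM, 8196 from 10 to 20 µM and 11736 for the trend. No filter on low counts gave 92 genes at 0.1 µM, 112 at 0.5 µM and 141 at 1.0 µM. Of these, 7, 12 and 12 lay in genes that the filter removes, and most of the rest were tested genes that the main fit did not call. An unadjusted DESeq2 p under 0.05 with a fold above 1.5 gave 239, 264 and 279. By that rule, other splits of the same libraries gave 172 to 226 genes at 0.1 µM, 160 to 203 at 0.5 µM and 139 to 227 at 1.0 µM. The DESeq2 Wald test gave 2 and 3 at 0.1 and 0.5 µM. At 0.5 µM a filter of 1 CPM in 3 libraries gave 16, the replicate block 12, protein-coding genes only 14, only the 2 groups compared 14, and an adjusted p under 0.01 or leaving out the 2 deepest libraries 3 each. At 1.0 µM effective lengths as offset gave 18, leaving out the 2 deepest libraries 18 and an adjusted p under 0.01 13.

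An estimated correlation left 9 lists called. The first component held 48.9% with scaled genes, 89.2% with the most variable genes and 73.3% with every gene above 0. The median benchmark concentration was 4.40 µM with Hill curves only, 2.90 µM at a response of 1 SD and 4.48 µM with no fold threshold.

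Leaving out 1 library at a time gave 0 to 1 genes at 0.1 µM (1 without control replicate 3), 1 to 34 at 0.5 µM, 11 to 72 at 1.0 µM, 769 to 1133 at 5.0 µM, 2832 to 3310 at 10 µM, 6900 to 7308 at 20 µM, 2884 to 3419 from 10 to 20 µM, 6915 to 7582 for the trend, 11913 to 13023 for the joint test and 27 to 28 lists, and the median benchmark concentration was 3.38 to 3.65 µM without a replicate number. Of 432 values of single lists 407 kept their side of the threshold, 20 lost and 5 gained a call, and of 2361 of named genes 2294, 60 and 7 did, with 0 reversed.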

Other observations

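The tests of shorter length and of scaling, the comparison of cell-type lists, the grouping by gene symbol, the list of MAPK feedback genes and the tests on low concentrations below were chosen after the results were seen.

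The first component held 75.3% of the variance here. That is higher than the value quoted from the study above. The first 3 components held 83.3% here. That is higher than the value quoted from the study above. With each gene scaled to unit variance these shares were 48.9% and 64.9%, so they depend on settings that may differ from the study's.

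Genes of the MAPK feedback loop, which are switched on by ERK signalling and restrain it, were listed after some appeared among the low-concentration calls. SPRY4 changed by 1.00 at 1.0 µM, 2.29 at 10 µM and 3.48 at 20 µM, and ETV5 by 0.70, 2.57 and 3.75. SPRED1 rose by 1.84, SPRED2 by 1.95, ETV4 by 3.94, DUSP4 by 2.61, DUSP6 by 1.58 and PHLDA1 by 2.36 at 20 µM, whereas SPRY1 changed by -1.25 and ETV1 and CCND1 were not called (0.46 and -0.13). Further genes called at 1.0 µM, also named after their values were seen, were the sodium bile acid importer SLC10A1 (-0.61), the glycine methyltransferase GNMT (-0.71), CYP7A1 (-0.73) and CXCL10 (-0.66). Protein-coding genes were also grouped by the letters of the symbol before its first digit, and not all such groups are families of related genes. Of 183 groups with at least 10 members, 9 were called at 20 µM by camera and 0 with an estimated correlation. They included the stem CYP of the cytochromes P450 (7 of 38 higher, 23 lower, median -1.01). The stem EIF, that of the translation initiation factors, was also called (19 of 54 higher, 0 lower, median 0.45).

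Other splits of the same 6 libraries were counted for each pair of groups. The real split gave 0 genes at 0.1 µM, as many as or fewer than each of the 10 splits (highest other 1). The real split gave 7 genes at 0.5 µM (highest other 0), 30 at 1.0 µM (highest other 1), 1002 at 5.0 µM, 3206 at 10 µM, 7209 at 20 µM and 3360 from 10 to 20 µM (highest other 0 in each). With the preset correlation the real split called 28 lists at 20 µM and the others between 15 and 25. The other splits, for genes as for lists, keep part of the treatment difference, so they cannot tell how many would be called without one. Apart from 0.1 µM, 1 of the 10 splits, the real one, was as large in each case, and with 10 splits the share cannot fall under 0.05. For the trend and the joint test 1 of 40 relabellings, the real one, was as large, with 7269 against at most 2 and 12775 against at most 0. That share is the smallest that 40 relabellings can give. The relabelled fits also hold the treatment differences within their groups, which widens the spread there and lowers the counts. Their counts therefore do not measure how many genes would be called without a treatment difference.

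Long non-coding genes fell more than protein-coding ones at 20 µM. Their median was -0.54 (SE 0.0215), with 851 of 2321 lower and 242 higher, and the median of protein-coding genes was 0.02. Low abundance did not account for all of this, since protein-coding genes matched on abundance had a median of -0.16 (SE 0.0256), and reads of overlapping genes did not account for it, since the 965 long non-coding genes that overlap none had a median of -0.58 (SE 0.0358). With library totals as the only scaling the median of all 2321 long non-coding genes was -0.37 and that of protein-coding genes 0.19. Matching on length as well gave protein-coding genes a median of -0.23 (SE 0.0336), so abundance and length together may account for part of the fall, most of it through abundance, and the rest stays a hypothesis of a lower output or stability of these transcripts, for which no biological test was made.

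Most genes of the hepatocyte lists were lower at 20 µM. The 85 genes of these lists had a median of -0.99 (SE 0.137), with 66 lower and 5 higher, and -0.81 with library totals as the only scaling. A lower share of hepatocytes among the cells would raise the markers of other cell types alike if expression within those cells did not change. Stellate markers had a median of -0.40 (SE 0.182) and cholangiocyte markers one of 1.51 (SE 0.616). Of the 9 stellate markers 2 were called lower and 0 higher, while COL1A1 changed by 0.53. The stellate median was -0.22 with library totals, and the endothelial and macrophage lists, of 4 genes each, decided nothing. Expression within the other cells may also have changed, so these medians cannot decide on the share of hepatocytes. A loss of hepatocyte expression within the cells may be part of the pattern, as a hypothesis from the same data. A change in the bile duct-like direction also stays open.

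Changes between 0.1 and 1.0 µM were compared with those at high concentrations. Over 11166 genes the slope from 0.1 to 1.0 µM correlated with the step from 10 to 20 µM (Pearson 0.54 across genes, which are not independent replicates). Of 1680 relabellings of the 9 libraries 6 gave a correlation as high (permutation p = 0.00357), and with total counts as a covariate it was 0.526, which argues against depth. Without that covariate the slope gives 0.5 µM no weight and rests on the difference between 1.0 and 0.1 µM alone. The difference between 0.5 and 0.1 µM correlated with the step at 0.25, and that between 1.0 and 0.5 µM at 0.39. The change from the control to 0.1 µM correlated at -0.28, while other splits of those 6 libraries reached 0.319 in size, so differences between groups that do not follow concentration stay open. Along the step from 10 to 20 µM the control stood at -0.418 (SD 0.0780, n = 3), 0.1 µM at -0.488 (SD 0.0143), 0.5 µM at -0.424 (SD 0.0106) and 1.0 µM at -0.266 (SD 0.0317), with 1.0 µM beyond all 3 control libraries in that direction. The place of 0.5 µM turned on control replicate 1, which stood at -0.333 against -0.486 and -0.435 for the others, while the 0.5 µM libraries stood between -0.434 and -0.413. A response to CBN at 1.0 µM, too small for most single genes to be called, may explain the correlation, and whether this direction was taken at lower concentrations stays open.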
